A study of Rattus norvegicus with 24 samples. Its data were reported in "Potential Therapeutic Effects of Long-Term Stem Cell Administration: Impact on the Gene Profile and Kidney Function of PKD/Mhm (Cy/+) Rats" (2022).

How the data were processed

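Gene expression was measured by RNA sequencing of the left kidney of 24 male PKD/Mhm (Cy/+) rats, with 6 animals in each of 4 groups. Total RNA was taken from whole kidney tissue and the libraries were read on a BGI sequencer. Groups were assigned from the sample labels alone. The animal number in the label was used as the replicate name. No number occurred in more than 1 group, so samples were not paired.

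For each animal the authors deposited a table of estimated counts and a table of TPM values (transcript abundances scaled to a common total) for the same 17334 Entrez gene identifiers. The estimated counts deposited by the authors were not normalized, and 86.4% to 87.3% of the values in a sample were whole numbers. The TPM values deposited by the authors were scaled to transcript length and library total, and summed to between 964191 and 976409 per sample. The quantification program, the rat genome build and the annotation were not stated. The study's methods name a package of human gene models and the DESeq2 package for testing. Gene symbols were taken from an NCBI RefSeq gene table of the rat assembly GRCr8, in which 17179 of the 17334 identifiers were found. Apart from the overlap of Ovca2 and Dph1 in that assembly, no coordinates were used, since the build behind the files was not stated.

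Estimated counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr by group, which left 12778 genes. Libraries were scaled by the TMM method. A negative binomial model with a mean for each group was fitted to all 24 samples in edgeR 4.0.16 (R 4.3.3), and groups were compared with the quasi-likelihood F-test. The contrasts were each treatment against control, i.p. against i.v. ABCB5+, and CoCM against the average of both cell groups. An F-test over the 4 groups was added. P-values were adjusted by the Benjamini-Hochberg method and a threshold of 0.05 was used. The standard error of a log2 fold change was its size divided by the square root of F. The model was edgeR and not the DESeq2 named in the study, and DESeq2 was run as an alternative. Single genes and list scores were also compared with a two-sided exact permutation test over the 924 ways of dividing 12 samples, for which the smallest possible p-value is 0.00216.

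Genes were ranked by the signed square root of F and tested for enrichment with fgsea 1.28.0 over 24 lists of pathway members. KEGG's own lists were not used here, and the lists were written by hand, mostly after the pathways the study discusses. The study's text does not name ribosome, proteasome, peroxisome, glutathione metabolism, or branched-chain amino acid or fatty acid degradation. Between 28 and 174 genes of a list were tested. Only 69% of the members written for ECM-receptor interaction and 79.7% of those for PPAR signalling were among the genes tested. A list score per sample was the mean of its genes' centred log2 CPM (counts scaled to a common library total, prior count 2). Enrichment treats the genes of a list as independent, whereas the exact test of list scores permutes animals. A panel of 24 genes and 15 lists of cell type and response markers were used in addition. The grouping, the edgeR and enrichment tests, the lists and the panel were fixed before the data were examined. The exact permutation tests of single genes and list scores were not.

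The genes named were chosen by a rule. In each comparison of a treatment with control, and of i.p. with i.v., a gene needed an adjusted p-value under 0.05, an average log2 CPM above 1, a symbol, and every animal of the first group on the same side of the second group's mean. Of these, up to 5 per direction with the smallest p-value were named, with full statistics for at most 3. The panel genes were named in addition. Of the lists, the 5 per direction with the smallest adjusted p-value under 0.05 were named for each contrast, together with any list discussed by the study whose direction differed between contrasts.

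Total counts ranged from 9304601 to 14125442 per sample. A floor of 3 counts corresponds to 0.322 CPM in the smallest library. It covers counting error only, as the reads carry no molecular identifiers. Replicates were checked for repeated libraries, and the smallest chi-square per degree of freedom within a group was 10.4, so all samples were kept as separate animals.

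The code was tested on simulated counts in which 200 genes were changed 4-fold. The edgeR test called 92% of them, and 4.17% of its calls were unchanged genes. With no gene changed it called 0 of 12731 genes. DESeq2 1.42.0 called 92.5%, with 13.6% of its calls unchanged, and called 2 of 12778 genes when none was changed. The simulated genes were independent of each other, unlike those of the real lists. Their 4-fold change was also larger than the 1.49-fold change of Ovca2, the gene called by edgeR in the real data. The share called in the simulation therefore does not measure power for changes of that size.

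The alternatives fixed in advance were median-ratio size factors, no low-count filter, at least 10 counts in every sample, fits of only the groups compared, and counts thinned to the smallest library. A surrogate variable (sva 3.50.0) as a covariate, DESeq2, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), and leaving out each animal in turn were also planned. For the lists, ranking by log2 fold change and camera with a preset correlation of 0.01 or an estimated correlation were planned. Limma voom with sample quality weights, ranking by group medians, ranking corrected for transcript length, and the exact test of list scores were chosen after seeing the data. Other splits of the samples were drawn 100 times per contrast, the real split included, and 40 times for DESeq2. GC content was not tested, as no genome was used here.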

Results

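The data comprised left kidney RNA profiles of 24 male PKD/Mhm (Cy/+) rats, a line in which a missense change in Anks6 leads to cystic kidneys. Animals were 8 months old and had been treated monthly for 6 months. The 6 control animals (Ctrl) received no treatment. A group of 6 received conditioned medium (CoCM), the supernatant of human skin-derived ABCB5+ stromal cells cultured with activated human macrophages. The other groups of 6 each received the ABCB5+ cells themselves, by intraperitoneal (i.p.) or intravenous (i.v.) injection. Total counts were from 10405696 to 14125442 in Ctrl, from 9759917 to 13192198 in CoCM, from 9304601 to 14034606 in i.p. ABCB5+ and from 11354048 to 14075796 in i.v. ABCB5+ (n = 6 each). Control animals carried numbers from 1 to 24 and treated animals numbers from 26 to 43. An effect of the order of the animals could therefore not be separated from an effect of treatment in any comparison with Ctrl.

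Samples were first compared by principal components of log2 CPM. Component 1 held 56.3% of the variance, component 2 held 11.1% and component 3 held 8.46%. The score on component 1 was 97.4 in CoCM animal 39, 80.8 in i.p. ABCB5+ animal 38, 87.1 in i.v. ABCB5+ animal 36 and 86.3 in i.v. ABCB5+ animal 37. In the remaining animals it ranged from −53.0 to 11.5. The group means were −23.0 ± 23.2 in Ctrl, 4.11 ± 49.9 in CoCM, 2.28 ± 42.5 in i.p. ABCB5+ and 16.6 ± 54.5 in i.v. ABCB5+. The spread within each treated group was thus larger than the differences between group means.

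**Figure D1:**
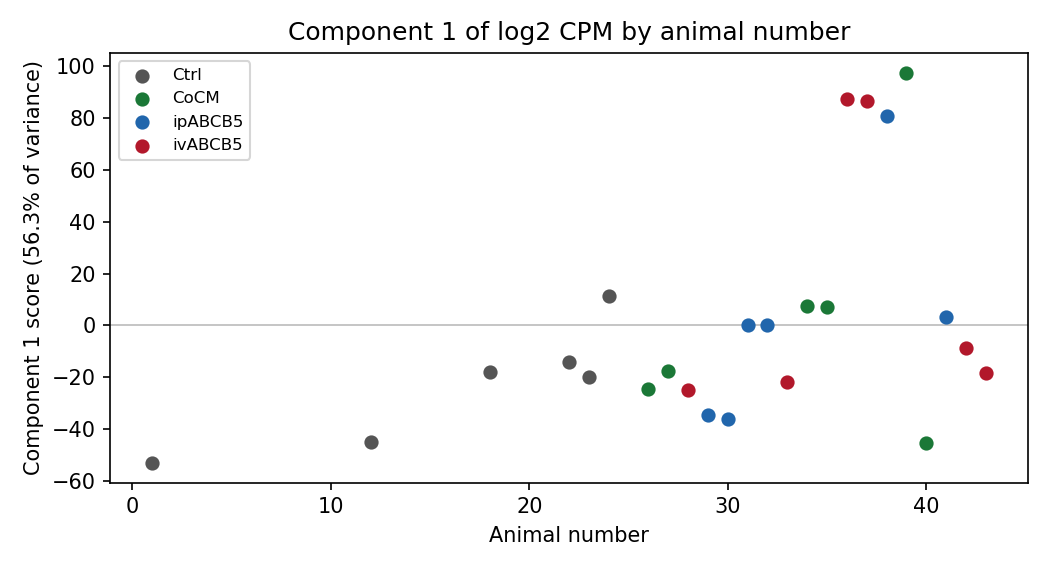
Score on component 1 of log2 CPM (vertical axis, no unit) against the animal number in the label (horizontal axis), with 1 point per animal coloured by group. Animals 36, 37, 38 and 39, from 3 treatment groups, lie between 80.8 and 97.4, and the others lie between −53.0 and 11.5.

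The effect of conditioned medium on single genes was assessed by comparing CoCM with Ctrl. Of 12778 genes, 1 had an adjusted p-value under 0.05 and it was higher in CoCM. An unadjusted p-value under 0.05 was found for 1523 genes, 761 higher and 762 lower, where 639 are expected by chance. The number of genes called depended on the method, and limma voom with sample quality weights, chosen after seeing the data, called 183. The gene called was Ovca2 (Entrez 497954), with a log2 fold change of 0.58 ± 0.090 (SE) and an adjusted p-value of 0.0218 (edgeR). Its level was 30.9 ± 2.62 CPM in CoCM and 20.8 ± 2.16 CPM in Ctrl (n = 6 each), and 6 of 6 CoCM animals lay above the range of Ctrl (two-sided exact permutation p = 0.00216, the smallest possible). In i.p. and i.v. ABCB5+ it was 22.6 ± 2.81 and 23.5 ± 1.73 CPM. Ovca2 overlaps Dph1 in the GRCr8 annotation and the strand handling of the counting was not stated, so its count is uncertain. The call was lost in 4 of 10 alternatives and in 7 of the 12 fits that each left out 1 animal.

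Both cell groups were compared with Ctrl to assess the effect of the cells on single genes. In i.p. ABCB5+, 0 genes had an adjusted p-value under 0.05 and 226 had an unadjusted p-value under 0.05. In i.v. ABCB5+ these numbers were 0 and 738. The smallest adjusted p-values were 0.978 and 0.673 (edgeR). The route of injection was assessed by comparing i.p. with i.v. ABCB5+, which gave 0 genes after adjustment and 274 before. CoCM against the average of the cell groups gave 0 genes after adjustment and 894 before. The test over the 4 groups gave 0 and 602, with a smallest adjusted p-value of 0.109. The common biological coefficient of variation was 0.299.

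A panel of 24 genes tied to the disease, tubular injury and the pathways discussed by the study was examined in the 3 comparisons with Ctrl. After adjustment over all genes, and also over the panel alone, 0 of 24 were below 0.05. The smallest p-value belonged to Pkd2 (Entrez 498328) in CoCM, with a log2 fold change of −0.32 ± 0.098 (SE). Its adjusted p-value was 0.290 over all genes and 0.0912 over the panel (edgeR). Pkd2 was at 120 ± 9.09 CPM in CoCM and 150 ± 11.8 CPM in Ctrl, with 6 of 6 CoCM animals below the range of Ctrl (two-sided exact permutation p = 0.00216, unadjusted). It was below 0.05 over the panel with DESeq2 (0.0302), with only the groups compared (0.025) and with quality weights (0.0144). In the other 7 alternatives it was not. Over all genes it was below 0.05 in 1 of the 10 alternatives, with an adjusted p-value of 0.0461. Anks6 (Entrez 362515) had a log2 fold change of 0.43 in i.v. ABCB5+ against Ctrl, with an adjusted p-value of 0.673 (edgeR). This fold change ranged from 0.25 to 0.48 when 1 animal was left out.

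Of the injury genes in the panel, Spp1 and Havcr1 varied more within each treated group than within Ctrl. For Lcn2 the SD was 75.8 CPM in Ctrl, 84.8 in CoCM, 61.9 in i.p. and 69.0 in i.v. ABCB5+. Spp1 (osteopontin) was at 8482 ± 1419 CPM in Ctrl, 7196 ± 4080 in CoCM, 7486 ± 3949 in i.p. ABCB5+ and 6036 ± 4321 in i.v. ABCB5+. Its level was 370 CPM in CoCM animal 39, 426 in i.p. animal 38, 641 in i.v. animal 36 and 670 in i.v. animal 37. In the same order Havcr1 was at 4.32, 4.85, 17.5 and 4.18 CPM, and Lcn2 at 7.97, 9.93, 10.7 and 10.5 CPM. Adjusted p-values of Spp1, Havcr1 and Lcn2 in the comparisons with Ctrl were 0.753 or higher (edgeR).

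**Figure D2:**
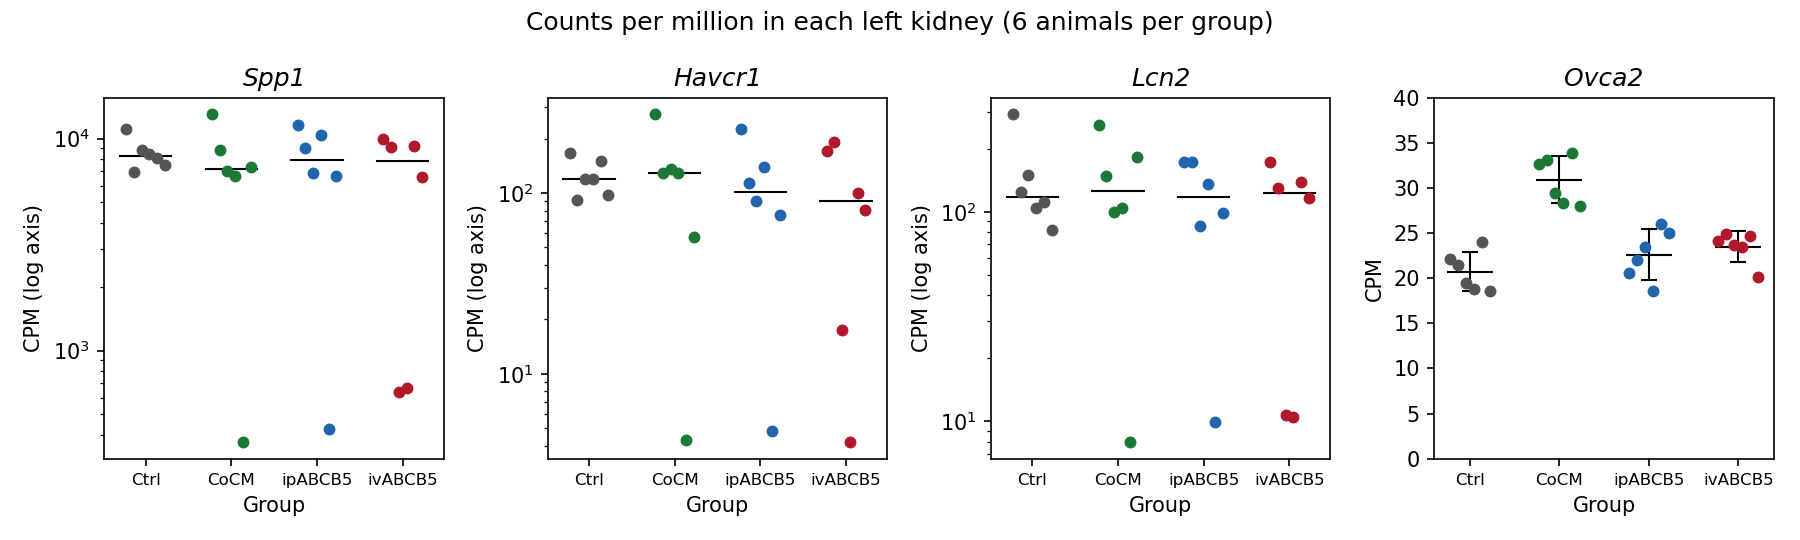
Normalised expression (CPM) of Spp1, Havcr1 and Lcn2 on log axes with a line at the group median, and of Ovca2 on a linear axis with mean ± SD, with 1 point per animal in 4 groups of 6. Single treated animals lie far below their groups for the injury genes (Spp1 down to 370 CPM), and the CoCM animals lie above the Ctrl animals for Ovca2.

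Pathways were assessed by enrichment of 24 lists, the question being whether metabolic and signalling pathways shifted with treatment. In CoCM 20 lists had an adjusted p-value under 0.05 (7 higher, 13 lower), in i.p. ABCB5+ 19 (8 higher, 11 lower) and in i.v. ABCB5+ 18 (8 higher, 10 lower). Camera with an estimated correlation between genes called 0 lists in each, with 1, 0 and 0 at an unadjusted p-value under 0.05, and the exact test of list scores also called 0, with 11, 0 and 0. By enrichment, 11 lists were called in all 3 treatments. Of these, 5 were higher, namely oxidative phosphorylation, glycolysis and gluconeogenesis, peroxisome, branched-chain amino acid degradation and glutathione metabolism. The 6 lower lists were ECM-receptor interaction, focal adhesion, JAK-STAT, NF-kappa B and Ras signalling, and apoptosis. The 3 comparisons shared the same 6 Ctrl animals, and each treated group held at least 1 of animals 36, 37, 38 and 39. Agreement between the treatments was therefore partly built in and is no replication. Oxidative phosphorylation had the highest normalized enrichment score (NES) in each, at 3.09, 3.38 and 3.01 for CoCM, i.p. and i.v. With the first surrogate variable as a covariate its direction in i.v. ABCB5+ was reversed, with an NES of −2.15.

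In CoCM the lists with the smallest adjusted p-values were oxidative phosphorylation, ribosome (NES 2.35), proteasome (2.52), glutathione metabolism (2.10) and peroxisome (1.82) among the higher. Among the lower they were focal adhesion (−2.85), Ras (−2.38), PI3K-Akt (−2.09), ECM-receptor interaction (−2.33) and TGF-beta signalling (−2.18). In i.p. ABCB5+ the higher lists were oxidative phosphorylation, peroxisome (1.89), citrate cycle (1.89), proteasome (1.88) and fatty acid degradation (1.73). The lower lists were focal adhesion (−2.32), TNF (−2.21), cell cycle (−2.01), NF-kappa B (−2.09) and Ras signalling (−1.88). In i.v. ABCB5+ the higher lists were oxidative phosphorylation, peroxisome (2.81), citrate cycle (2.37), branched-chain amino acid degradation (2.36) and fatty acid degradation (2.19). The lower lists were ribosome (−3.05), ECM-receptor interaction (−2.21), focal adhesion (−1.94), cell cycle (−1.89) and NF-kappa B signalling (−1.91). Ribosome differed in direction, being higher in CoCM and lower in i.v. ABCB5+, with an NES of −1.13 and an adjusted p-value of 0.246 in i.p. ABCB5+. In CoCM its sign changed once the ranking was corrected for transcript length (NES −0.712). PPAR signalling was called in i.v. ABCB5+ (NES 1.88) but not in CoCM (0.888, adjusted p = 0.659) or i.p. ABCB5+ (0.898, adjusted p = 0.637).

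**Figure D3:**
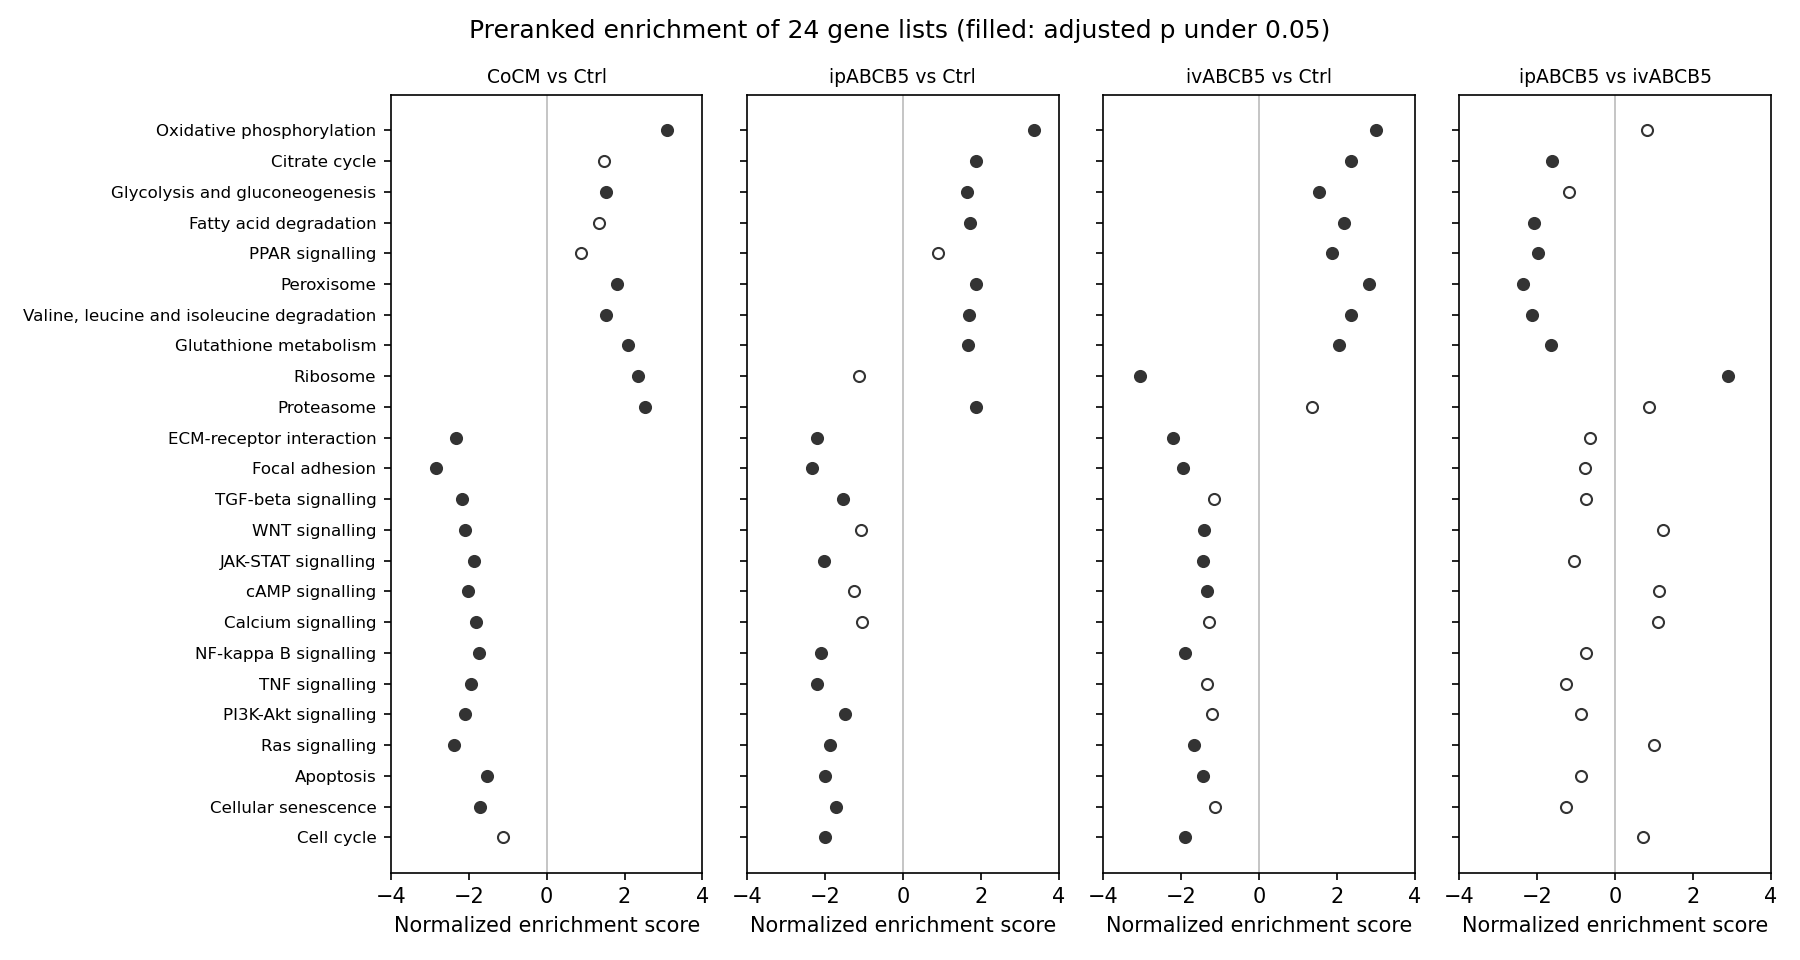
Normalized enrichment score (horizontal axis, no unit) of 24 pathway lists (vertical axis) in 4 contrasts, with filled points for an adjusted p-value under 0.05. Oxidative phosphorylation lies at 3.09, 3.38 and 3.01 in the comparisons with Ctrl, and ribosome lies at 2.35 in CoCM and −3.05 in i.v. ABCB5+.

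The spread between animals was then taken into account by testing list scores with exact permutation. Adjusted over the 24 lists, 0 were below 0.05 in any contrast. With a smallest possible exact p-value of 0.00216, 1 fully separated list alone could not pass this adjustment. At an unadjusted exact p-value under 0.05 there were 11 lists in CoCM, 0 in i.p. ABCB5+, 0 in i.v. ABCB5+ and 0 between the routes. The smallest were TGF-beta and PI3K-Akt signalling in CoCM (exact p = 0.00649, adjusted 0.0649). The oxidative phosphorylation score was −0.21 ± 0.17 in Ctrl, 0.10 ± 0.31 in CoCM, 0.05 ± 0.51 in i.p. and 0.05 ± 0.47 in i.v. ABCB5+ (log2, n = 6, exact p = 0.039, 0.286 and 0.294 against Ctrl, adjusted 0.085, 0.522 and 0.418). The enrichment of this list in the cell groups was therefore smaller than the spread between animals.

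**Figure D4:**
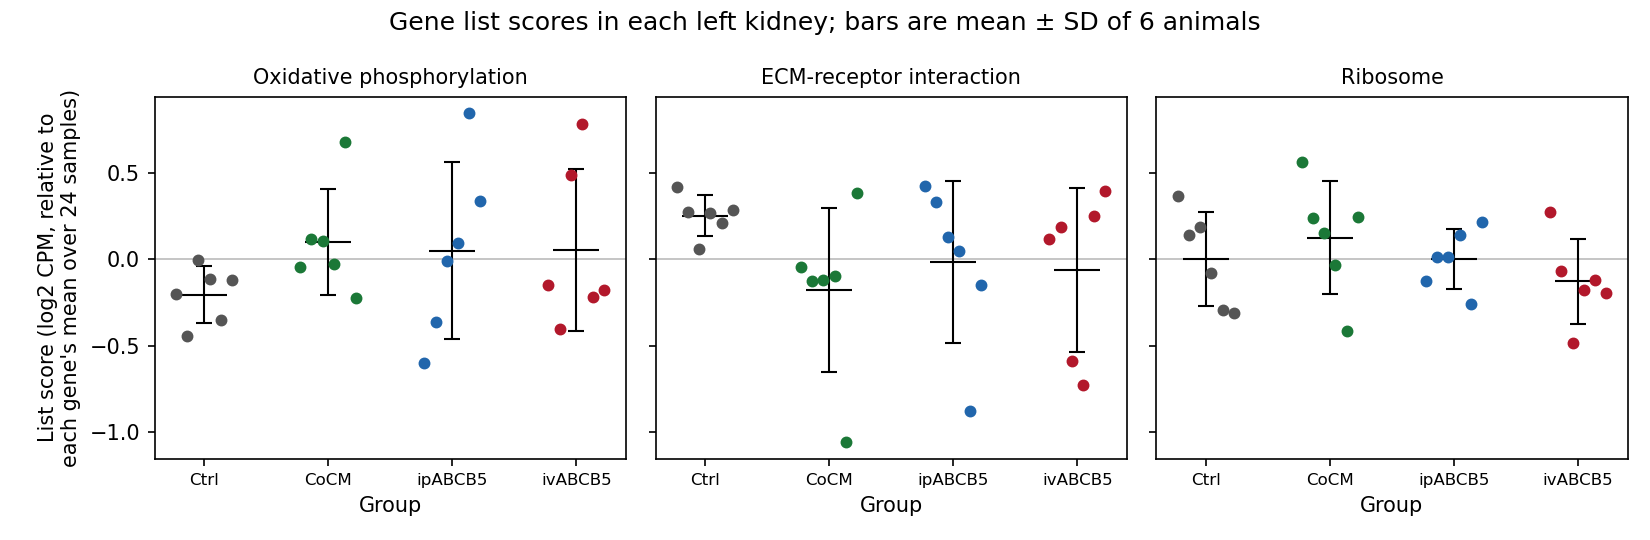
Score (mean centred log2 CPM) of the oxidative phosphorylation, ECM-receptor interaction and ribosome lists in each animal, with mean ± SD per group of 6. For oxidative phosphorylation the i.p. ABCB5+ animals span −0.60 to 0.85 and the Ctrl animals −0.45 to −0.0028.

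Between the routes of injection, 7 lists were called by enrichment, 1 higher and 6 lower in i.p. than in i.v. ABCB5+. Ribosome was higher (NES 2.91). The 5 lower lists with the smallest adjusted p-values were peroxisome (−2.37), branched-chain amino acid degradation (−2.14), fatty acid degradation (−2.09), PPAR signalling (−1.97) and glutathione metabolism (−1.63). By exact permutation of list scores the smallest p-value between the routes was 0.314. With sample quality weights, peroxisome, branched-chain amino acid degradation, fatty acid degradation, PPAR signalling and glutathione metabolism changed direction.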

Values the study reported

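The study reported 300 pathways from its gene set enrichment analysis. With few exceptions, its treated groups each had over 100 pathways below an FDR of 0.05. Those groups include animals given adipose-derived cells or their medium, which are not among the samples here. In each treated group analysed here the study's count was above 100.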

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

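All tests in this part except the counts of other splits were chosen only after the result they examine was seen. For the corrections of library size, top genes, normalization and transcript length, the value that would decide each test was set before it was computed. In 52 pairs of a measure and a group, 7 pairs held a sample apart from its group by the gap to its neighbour, where about 2.6 are expected by chance. These pairs came from 5 animals, as CoCM animal 39 was in 3 of them.

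CoCM animal 39 and i.p. ABCB5+ animal 38 stood apart from their groups on component 1, at 97.42 and 80.83. The other animals of these groups ranged from −45.1 to 7.55 and from −36.1 to 3.31. The gap, as a share of the group's range, was 0.631 and 0.663, only just above the critical value of 0.625. CoCM animal 39 was also lowest in genes with a count (13630, others 13960 to 14110) and in the ECM-receptor interaction score (−1.057, others −0.13 to 0.39). The i.v. ABCB5+ animals 36 and 37 had scores of 87.1 and 86.3, but as a pair in 1 group they leave no gap beside either of them.

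Technical explanations of this pattern were tested by recomputing the smaller of both gaps. It was 0.625 after thinning all libraries to one total, 0.571 on log2(TPM + 1) and 0.622 after removing each library's trend with transcript length. Each of these was at or under the critical value, which was the deciding value set beforehand, so each of these explanations met its prediction. The reported gap of 0.631 lay only just above that value, and thinning, drawn once, lowered it by 0.00554. The log2(TPM + 1) values also covered another set of genes. Crossing the value therefore does not single out library size, normalization or transcript length as a cause. The falls were at most 0.0595, so none of these accounted for most of the gap. A laxer deciding value was considered after these numbers were seen and was not used. Without the 10 genes with the most counts the gap was 0.629, still above the critical value. The podocyte score, a marker of cortex, had a gap of 0.188 at most, although CoCM animal 39 and i.p. animal 38 were highest of their groups (0.326 and 0.388). They were also highest on early proximal tubule (0.678 and 0.587, others at most 0.152 and 0.168) and distal convoluted tubule markers (1.02 and 1.23, others at most 0.26 and 0.222). Both were also highest on thick ascending limb (0.627 and 0.762) and intercalated cell markers (0.88 and 1.15). In i.v. animals 36 and 37 the podocyte scores were 0.227 and −0.485, the latter the lowest of that group. Their distal convoluted tubule scores were 0.543 and −0.37, and their early proximal tubule scores 1.08 and 1.34. Podocyte scores were thus not high in all of animals 36, 37, 38 and 39. An uneven share of cortex was not excluded for CoCM animal 39 and i.p. animal 38.

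Treated animals with neighbouring numbers were closer on component 1 than under permuted order (18 animals, one-sided permutation p = 0.00129). This test was prompted by the same scores, in which animals 36 to 39 were highest, so its p-value restates that and is no separate evidence. A shared litter, batch or processing day may lie behind the pattern, but the labels give no batch with which to check. The injured tubule score was −2.15 in CoCM animal 39, −1.96 in i.p. animal 38, −1.69 in i.v. animal 36 and −1.85 in i.v. animal 37, and 0.076 to 0.925 in the other 20 animals. Over all 18 treated animals it did not differ from controls (two-sided exact permutation p = 0.202), a test that averages all treated animals and so does not address single ones. By enrichment the injured tubule list was lower in i.p. (NES −1.95, adjusted p = 0.00467) and i.v. ABCB5+ (−2.29, adjusted p = 0.000241). It was not called in CoCM (−1.47, adjusted p = 0.0796). The exact p-values of its score in i.p., i.v. and CoCM were 0.344, 0.229 and 0.357 (two-sided permutation against Ctrl). Lower injury under treatment was therefore neither shown nor excluded. Both Y-linked genes examined were expressed in 24 of 24 samples (Eif2s3y 89.6 to 127 CPM, Ddx3y 30.4 to 64.4 CPM), but an exchange with another male, or a male without cysts, would pass this check. The study separated Cy/+ from non-cystic animals by palpating the abdomen, and the labels give no further check of genotype. The pattern cannot be told apart from non-cystic animals among those treated, an effect of numbering, uneven sampling of the kidney or a sample exchange. It is not called biological here. Animals 36, 37, 38 and 39 were never left out together, so how the results depend on them as a set is not known.

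The total count of Ctrl animal 23 was 10410000, below 13320000 to 14130000 in the other controls. Lcn2 was at 291.5 CPM in Ctrl animal 1 and at 81.6 to 149 CPM in the other controls. Ovca2 was at 20.15 CPM in i.v. ABCB5+ animal 43 and at 23.5 to 24.9 CPM in the others. Each is a single animal, and no biological explanation was tested for it.

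Between i.p. and i.v. ABCB5+, 7 lists differed by enrichment. The NES was −1.607 for citrate cycle, −2.091 for fatty acid degradation, −1.974 for PPAR signalling, −2.372 for peroxisome, −2.144 for branched-chain amino acid degradation, −1.634 for glutathione metabolism and 2.912 for ribosome. As many lists were called in 86 of 100 splits of these 12 samples. These lists may thus reflect the spread between animals. The exact test of list scores called 0, with 0 at an unadjusted p-value under 0.05. Of the marker lists, early proximal tubule had the lowest NES in the same ranking (−2.50) and collecting duct principal cell the highest (2.44). The exact p-values of their scores were 0.286 and 0.203 (two-sided permutation). That test called 0 of the marker lists between the routes. A different mix of tubule segments was therefore neither shown nor excluded for the lists called. Immediate early genes, which respond to tissue handling, were also low (NES −2.39). The exact p-value of their score was 0.143 (two-sided permutation), the smallest of the 15 marker lists between the routes. As this test called none of these lists, a difference in tissue handling was not excluded either.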

How the results depend on the processing

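All tests in this part that rest on quality weights, medians, length correction or exact list scores were chosen only after the results were seen. For the named genes and lists, and apart from leaving out single animals, 560 values, each a result under 1 alternative, kept their direction and side of the threshold, 103 were weaker, 5 stronger and 40 reversed. Across the fits that each left out 1 animal these numbers were 613, 35, 5 and 19. A value not below the threshold as reported, such as those of Anks6, Pkd2, Havcr1, Lcn2 and Spp1, also counts as kept if it stayed so with its sign. The totals therefore do not measure how stable the called results alone were. The numbers of genes and lists called are not in these totals and are given next. What caused a change was tested for none of these values.

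The number of genes called for CoCM against Ctrl, 1 as reported, was 0 with thinned counts (1463 at an unadjusted p-value under 0.05), 0 with only the groups compared (2005), 0 with limma on log2(TPM + 1) (1259) and 0 on log2(TPM + 0.1) (1241). It was 79 with DESeq2 (66 higher, 13 lower), 183 with quality weights (130 higher, 53 lower), and from 0 to 31 when 1 animal was left out. The median of all genes in CoCM was shifted by −0.0966 on log2(TPM + 1) and by −0.106 on log2(TPM + 0.1). Changes in both are relative to that shift. Ovca2 kept its direction in the 10 alternatives, with log2 fold changes from 0.43 to 0.59 and adjusted p-values from 6.9e-07 to 0.477. It stayed under the threshold in 5 of the 12 fits that left out 1 animal.

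With DESeq2, 1 gene was called for i.p. ABCB5+, 1 for i.v. ABCB5+, 2 for the routes, 3 for CoCM against cells, 10 for the 4 groups and 1 in the panel. With quality weights, 2 were called for CoCM against cells, 1 for the 4 groups and 1 in the panel. The panel gave 1 with only the groups compared. Leaving out 1 animal gave from 0 to 1 for the panel and from 0 to 1 for the 4 groups. The panel gene was Pkd2 in CoCM each time. For the 4 groups, fitting only the groups compared is the same fit and gives no other value. At an unadjusted p-value under 0.05, leaving out 1 animal gave from 81 to 633 genes for i.p. ABCB5+ (226 as reported). For i.v. ABCB5+ it gave from 176 to 1301 genes (738 as reported). These counts were 228 and 286 with the surrogate variable, and 1242 and 775 with quality weights.

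The number of lists called was 0 for CoCM, i.p., i.v. and the routes with camera and an estimated correlation (1, 0, 0 and 0 unadjusted), and 0 in each with exact permutation (11, 0, 0 and 0 unadjusted). With a surrogate variable it was 8 for i.p. and 4 for i.v. ABCB5+. With quality weights it was 3 for i.v. and 21 for the routes, and by medians 11 for i.v. Leaving out 1 animal gave 8 to 21 lists for i.p. and 3 to 11 for the routes. Of the lists called with the surrogate variable, 12 of 15 in CoCM, 1 of 8 in i.p., 0 of 4 in i.v. ABCB5+ and 3 of 5 between the routes were called in the same direction without it.

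The surrogate variable was −0.488 in CoCM animal 39, −0.432 in i.p. animal 38, −0.377 in i.v. animal 36 and −0.369 in i.v. animal 37, and from −0.0702 to 0.245 in the others. The quality weights of these animals were 0.258, 0.291, 0.250 and 0.196 in the same order, and 0.728 to 4.16 in the others. Both alternatives thus lessen the part of these animals in the result. In i.v. ABCB5+ the oxidative phosphorylation score was 0.492 in animal 36, 0.784 in animal 37 and −0.402 to −0.146 in the others, and its NES reversed in both alternatives.

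With the surrogate variable, log2 fold changes became positive for Havcr1 (CoCM 0.56, i.p. 0.16, i.v. 0.081), Lcn2 (0.54, 0.30, 0.11) and Spp1 (0.29, 0.27, 0.015). NES reversed for peroxisome in CoCM (−1.32) and i.p. (−1.73), and in i.p. for citrate cycle (−2.04), fatty acid degradation (−1.74), TNF (1.15), NF-kappa B (1.81), Ras signalling (0.856) and ribosome (2.52). In i.v. it reversed for oxidative phosphorylation (−2.15), citrate cycle (−1.35), branched-chain amino acid degradation (−1.24), fatty acid degradation (−0.765), ribosome (1.02), focal adhesion (0.757) and NF-kappa B signalling (1.63).

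With quality weights the reversed values were Anks6 in i.p. (log2 fold change 0.027), ribosome in i.p. (NES 1.20), and in i.v. oxidative phosphorylation (−2.41), citrate cycle (−1.15), branched-chain amino acid degradation (−1.27) and fatty acid degradation (−0.589). Between the routes they were peroxisome (2.11), branched-chain amino acid degradation (2.32), fatty acid degradation (2.04), PPAR signalling (1.38) and glutathione metabolism (2.13). By medians they were peroxisome (1.27), branched-chain amino acid degradation (1.37), fatty acid degradation (0.814) and glutathione metabolism (1.81). Ribosome in CoCM reversed with the length-corrected ranking (−0.712).

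Leaving out 1 animal, log2 fold changes ranged from −0.064 to 0.057 for Anks6 in i.p., from −0.44 to 0.23 for Havcr1 in CoCM, from −0.55 to 0.046 for Havcr1 in i.p., from −0.40 to 0.23 for Lcn2 in CoCM, from −0.49 to 0.016 for Spp1 in CoCM and from −0.34 to 0.066 for Spp1 in i.p. NES ranged from −2.04 to 0.718 for glutathione metabolism between the routes and from −2.46 to 1.73 for ribosome in i.p. The other named values kept their sign, but some moved widely. In i.p., NES ranged from 0.679 to 2.42 for citrate cycle and from 0.798 to 2.05 for fatty acid degradation. Between the routes it ranged from −2.50 to −0.870 for branched-chain amino acid degradation. In i.v. ABCB5+, animals 36 and 37 were both far out on component 1, so leaving out either always kept the other. Oxidative phosphorylation in i.v. thus kept an NES from 2.44 to 3.35, against −2.15 with the surrogate variable and −2.41 with quality weights. A sign kept in comparisons with i.v. ABCB5+ therefore does not show that a value was independent of this pair. No paired analysis was possible because the groups share no animal numbers. Genes under 0.322 CPM cannot be told from 0 in the smallest library.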

Other observations

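All tests in this part except the counts of other splits were chosen only after the result they examine was seen. The number of lists called by enrichment was between 18 and 20 of 24 in the comparisons with Ctrl. The number of pathways quoted from the study above came from a larger collection of lists, so these counts cannot be compared.

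The number of genes called was compared with that in other splits of the same samples. For CoCM against Ctrl, 3 of 100 splits gave at least 1 gene, and 12 of 100 gave as many as 1523 genes at an unadjusted p-value under 0.05. With 0 genes called, every split gives as many by necessity, so the 100 of 100 splits carry no information for i.p. and for i.v. ABCB5+ against Ctrl, for the routes, for CoCM against cells and for the 4 groups. At an unadjusted p-value under 0.05 the splits with as many genes were 58 for i.p. (226 genes), 33 for i.v. (738), 62 for the routes (274), 26 for CoCM against cells (894) and 29 for the 4 groups (602). The same holds for the panel, where 0 genes were called and 100 of 100 splits gave as many. For CoCM with sample quality weights, 8 of 100 splits gave 183 genes or more. With DESeq2, 2 of 40 splits, the real one included, gave 79 genes or more, and 16 of the 39 other splits called at least 1 gene.

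Lists were called in other splits as well. As many lists as with the real groups were called in 19 of 100 splits for CoCM, 33 for i.p. ABCB5+ and 39 for i.v. ABCB5+. The median number of lists called in the other splits was 12, 12 and 15. The genes of a list may rise and fall together from animal to animal, and camera with an estimated correlation called 0 lists for CoCM, with 1 at an unadjusted p-value under 0.05. The median correlation between genes of a list was 0.186, and it was 0.92 for oxidative phosphorylation. By exact permutation of list scores, 13 of 462 splits gave as many as the 11 lists seen for CoCM at an unadjusted p-value under 0.05. This was 1 of 4 contrasts examined, and in the others, where 0 were seen, 462 of 462 splits gave as many by necessity.

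Transcript length was a further candidate source of the lists in CoCM. With the ranking corrected for length 14 lists were called, against 20 without. Other splits of these samples gave a median of 12 lists by the same enrichment without this correction. The 14 lists left therefore cannot decide whether length accounted for the difference between the real groups. The correlation of a library's expression with transcript length was −0.145 ± 0.0977 in CoCM and 0.0974 ± 0.238 in Ctrl (two-sided exact permutation p = 0.0476). A difference in RNA integrity or library preparation between these groups could have this effect, and it remains open for the lists. This check is void for ECM-receptor interaction and PPAR signalling, of which under 80% of members were tested. By exact permutation the smallest adjusted p-value over 15 marker lists was 0.515 in CoCM. By enrichment, the method that called the pathway lists, 9 of the 15 marker lists were called in CoCM, such as fibroblast (NES −2.28) and intercalated cell (1.94). A different mix of cell types was therefore not excluded as a source of these lists.

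Ovca2 was higher in 6 of 6 CoCM animals. Reads of the overlapping gene Dph1 were a possible explanation, but Dph1 had a log2 fold change of 0.11 ± 0.084 (SE, adjusted p = 0.554, edgeR), a rise of less than 2 standard errors. Dph1 reads therefore gave no sign of explaining it, but strand handling was not stated. Animal numbers of CoCM and Ctrl did not overlap, and an effect of numbering could not be excluded. That CoCM raises Ovca2 is thus a hypothesis only.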
